A study of Mus musculus with 20 samples. Its data were reported in "Three TF Co-expression Modules Regulate Pressure-Overload Cardiac Hypertrophy in Male Mice" (2017).

How the data were processed

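MiRNA levels were measured in left ventricles of male C57BL/6J mice after transverse aortic banding (TAB) or sham surgery, with hearts taken on days 3, 5, 7, 14, and 28. Cy5-labelled total RNA was hybridized to 20 Mouse & Rat miRNA OneArray slides, 2 arrays for each of the 10 combinations of surgery and day. The titles gave the surgery, day and replicate of each array. For the TAB day 14 arrays the title states 14 days and the condition label 15 days, and the title was used. The methods of the study call the repeated arrays technical replicates, and the labels do not say how many hearts contributed RNA to an array.

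The deposited raw file held the intensity of each of 4608 spots on each array as whole numbers up to the scanner ceiling of 65535, with the GenePix flag of each spot. The authors had not subtracted a background from these raw intensities, and empty spots had medians of 65 to 74. The deposited processed table held 1 intensity per miRNA and array on a linear scale for 928 mouse miRNAs. According to the methods, its makers removed miRNAs with negative flags, took the median of repeated spots, and quantile-normalized the technical replicates. In the deposited processed table every array had the same 75th percentile of intensity, and its log2 intensity correlated with that of the raw file at r of at least 0.999 on every array. The processed table served as an alternative, because its scaling left different medians in TAB and sham: the median intensity was 114 to 136 on TAB arrays and 93.1 to 107 on sham arrays.

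The comparisons here started from the raw intensities. The 3 spots of each of the 1086 mouse probes were combined by their median. A total of 158 probes with a negative flag on all spots of every array were removed, which left 928 miRNAs, 18 of whose probes name several miRNAs. The values were log2-transformed and quantile-normalized across the 20 arrays with limma. Averaging the 2 arrays of each surgery and day gave 5 TAB and 5 sham samples. A miRNA was counted as found on an array when at least 2 of its 3 spots had no negative flag. Where a miRNA was found on none of the sham arrays, its fold change was given with each sham level below the lowest found miRNA of its array raised to that level. This value allows for undetected sham levels only, and not for the spread between samples or the scaling. The array holds no counts of molecules. Precision about the surgery is limited by the 5 samples of each surgery, since the 2 arrays of a sample are technical replicates. The files name no genome build, and no coordinates are given.

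TAB was compared with sham over the 5 days with limma (lmFit and eBayes), with day as a block and 4 residual degrees of freedom. The error of this comparison is the variation of the TAB minus sham difference between days. It holds changes of the effect over time together with the spread between samples, and the 5 samples are not replicates of 1 day. Each day was then tested on the 20 arrays with 1 mean per surgery and day and 10 residual degrees of freedom. The error of that test is the spread between repeated arrays, so it compares the RNA samples of a day and not the surgeries in general. The early and late effects were compared as the mean difference of days 14 and 28 minus that of days 3, 5, and 7, with 3 residual degrees of freedom. All p-values across miRNAs were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and all tests were two-sided. The fold-change rule of the methods, which calls a miRNA on a day when its log2 ratio lies beyond 2 standard deviations of all ratios of that day, was applied to the averaged samples without a test. Pearson correlations between TAB and sham levels were computed across miRNAs, which are not independent replicates.

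A total of 17 lists of miRNAs were tested with camera, with a preset correlation of 0.01 between miRNAs and again with an estimated correlation. They were also tested with fry, which asks whether the members move, on balance, in 1 direction (or, in its mixed form, in either direction) without comparing them with other miRNAs. The lists held heart muscle miRNAs, miRNAs known elsewhere as raised or as lowered in hypertrophy, the let-7/miR-98, miR-15 (with miR-16, miR-195, and miR-497), miR-17 (the miR-17 cluster and its paralogs), miR-23/27/24, miR-29, miR-30, and miR-99 (with miR-100 and miR-125) families, miRNAs of white blood cells, red blood cells, vessels and other tissues, the Dlk1-Dio3 cluster, the miR-297, miR-466, miR-467, and miR-669 families, and the miRNAs named by the study. The last list was chosen by the study on these arrays. The lists, tests, samples and most alternatives were fixed before the data were examined.

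MiRNAs were named by a rule fixed at the same time: the 10 raised and 10 lowered miRNAs with the largest change among those past the threshold and changed alike on all 5 days, the 2 highest and 2 lowest ratios of each day, the 3 smallest p-values in each direction of the early against late comparison, up to 4 members of each list by p-value, and the miRNAs named by the study. Names outside the rule are marked where they appear.

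Alternatives covered the processed table, scaling of each array to its 75th percentile, a quantile target for each surgery as in the methods, normexp background correction with an offset of 50, the mean of spots, no filter on flags, the 464 brighter miRNAs, no day term, the 20 arrays as samples, a random block per sample, a replicate block, trended and robust eBayes, and leaving out each replicate, array or day. Normexp combined with the 75th percentile, no scaling between arrays, and the spread between arrays as the error of the early against late comparison, were added after the data had been seen. Each test was tried on simulated data with known changes. For the 5-day comparison of 928 simulated miRNAs, 83% of those changed by 0.5 log2 and 97% of those changed by 1 log2 were called, with 1.24% of unchanged miRNAs. For the early against late comparison these shares were 52%, 76%, and 1.24%, and for each day 86%, 98%, and 0%. For each of these comparisons 100 miRNAs were changed by 0.5 log2 and 100 by 1 log2. So many changes loosen the Benjamini-Hochberg cutoff, so the shares may not hold where fewer miRNAs change. A lack of early against late calls therefore does not show that late effects are absent. In the real data the late minus early difference of miR-21 was -1.02, with a limma adjusted p of 0.699. The list test called 1 of 17 simulated lists, which was the shifted one. All simulated miRNAs varied independently of each other, so this does not show how the list test behaves where miRNAs vary together. The simulation of each day held no spread between hearts, only between arrays, so its 0% does not cover such spread. R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, and matplotlib 3.10.9 were used. The rat and control probes entered no comparison of the report except where rat probes are named, and mRNA arrays of the study were not analyzed here.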

Results

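Left ventricles were compared after TAB, a surgery that narrows the aorta and puts the left ventricle under pressure, and after sham surgery. MiRNA levels were measured on 20 arrays, 2 for each surgery and day (days 3, 5, 7, 14, and 28), and the averaged pairs gave 5 TAB and 5 sham samples. Of the 1086 mouse miRNAs on the array, 928 were tested. Between 490 and 648 of these were found on each TAB array and between 570 and 698 on each sham array. The 75th percentile of raw intensity was 180 to 288 on TAB arrays and 303 to 444 on sham arrays, so every TAB array was dimmer than every sham array. Empty spots had medians of 65 to 73 and 68 to 74, respectively.

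After quantile normalization, the first principal component held 62.4% of the variance and separated TAB arrays, with scores of 4.92 to 7.66, from sham arrays. The 2 sham day 14 arrays had scores of -1.31 and -2.16, whereas the other sham arrays lay between -8.06 and -6.78. The labels name no slide, batch or processing day, so a batch shared by all arrays of 1 surgery cannot be told apart from the surgery.

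**Figure D1:**
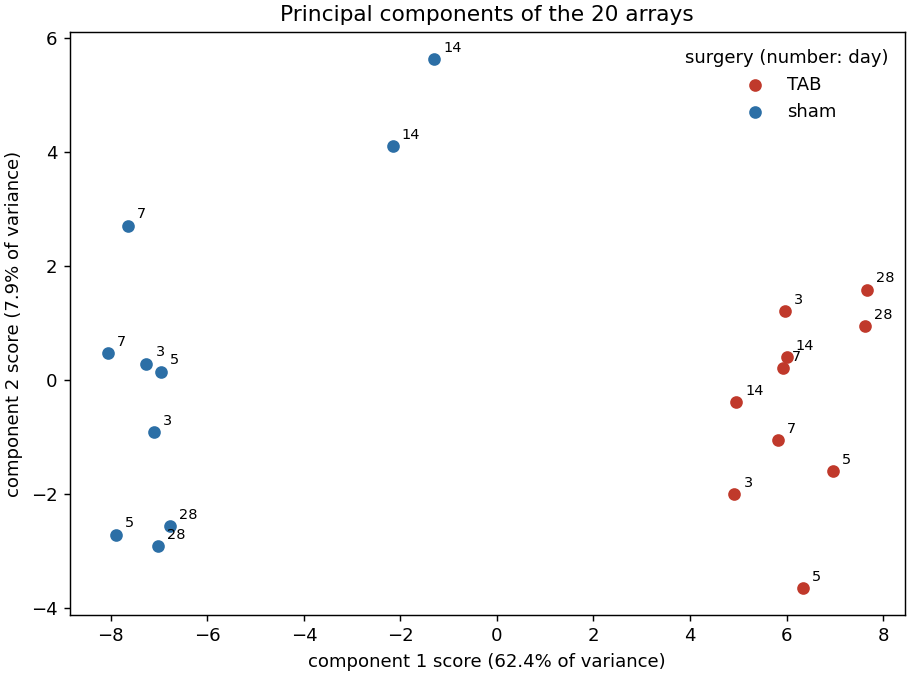
Scores of the 20 arrays on the first (horizontal) and second (vertical) principal components of the normalized log2 intensities, which held 62.4% and 7.90% of the variance; each point is an array, its color the surgery and its number the day. TAB arrays lie at 4.92 to 7.66 on the first component, and the 2 sham day 14 arrays, at -1.31 and -2.16, lie apart from the other sham arrays.

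The first comparison asked which miRNAs differ between hearts under pressure overload and sham hearts over the 5 days. miR-21, known from cardiac fibroblasts, rose most, from a log2 intensity of 8.48 ± 0.30 (SD, n = 5) in sham to 11.36 ± 0.55 (SD, n = 5) in TAB. This was a 7.38-fold rise (log2 difference 2.88 ± 0.24, SE; adjusted p = 0.00129), and TAB was higher on all 5 days. The 5 samples of a surgery come from different days, so SD and SE here also hold changes over time. The miR-199 family followed, with a 4.17-fold rise on the probe shared by miR-199a-3p and miR-199b (2.06 ± 0.08, SE; adjusted p = 0.000186), a 3.20-fold rise of miR-199a-5p, and a 2.79-fold rise of miR-199b*. miR-27b rose 3.00-fold, miR-5117 2.89-fold, miR-23b 2.66-fold, miR-98 2.59-fold, miR-27a 2.58-fold, and miR-23a 2.46-fold, each on all 5 days, with adjusted p between 0.001 and 0.00939. Among lowered miRNAs, miR-1896 fell most, from 12.71 ± 0.29 (SD, n = 5) in sham to 11.15 ± 0.19 (SD, n = 5) in TAB (log2 difference -1.56 ± 0.11, SE; adjusted p = 0.000949).

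The 9 next largest falls included 5 miRNAs of the miR-466 and miR-669 families, namely miR-466h-5p (-1.04 ± 0.10, SE), miR-466j (-1.04 ± 0.17), miR-466k (-1.03 ± 0.19), miR-669k* (-1.02 ± 0.17), and miR-669o-5p (-1.01 ± 0.23). The others were miR-672 (-1.07 ± 0.13), miR-3474 (-1.03 ± 0.06), miR-1894-5p (-0.998 ± 0.14), and miR-1187 (-0.99 ± 0.17). Each of these was lower in TAB on all 5 days, with adjusted p from 0.000697 for miR-3474 to 0.0181 for miR-669o-5p. The call of miR-669o-5p was lost without day 5 (adjusted p = 0.0542), day 7 (0.0604), or day 28 (0.0605).

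In total, limma called 179 miRNAs raised and 202 lowered among 928 tested, so that 47.0% of the calls were raised. This split depended on the scaling. When each array was scaled to its 75th percentile, the median difference of all miRNAs moved from -0.02 to 0.40, and 593 were raised and 110 lowered (84.4% raised); the processed table gave 592 and 113 (84.0% raised). Without scaling between arrays, an alternative chosen after the data were seen, the median difference was -0.25, and 27 were raised and 500 lowered (5.12% raised). Of the 179 raised miRNAs, 178 were also raised under the 75th percentile but 27 without scaling, where 3 were lowered and their median difference moved from 0.45 (median SE 0.09) to 0.05 (median SE 0.10). Of the 202 lowered miRNAs, 96 were also lowered and 24 raised under the 75th percentile, and all 202 were lowered without scaling. The 10 raised and 10 lowered miRNAs named above kept their direction in every setting and their calls under every scaling tried. Without day 3 the counts were 110 raised and 115 lowered, without day 5 128 and 132, without day 7 111 and 127, without day 28 123 and 128, and without day 14, the day of the sham sample that stood apart, 169 and 206.

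**Figure D2:**
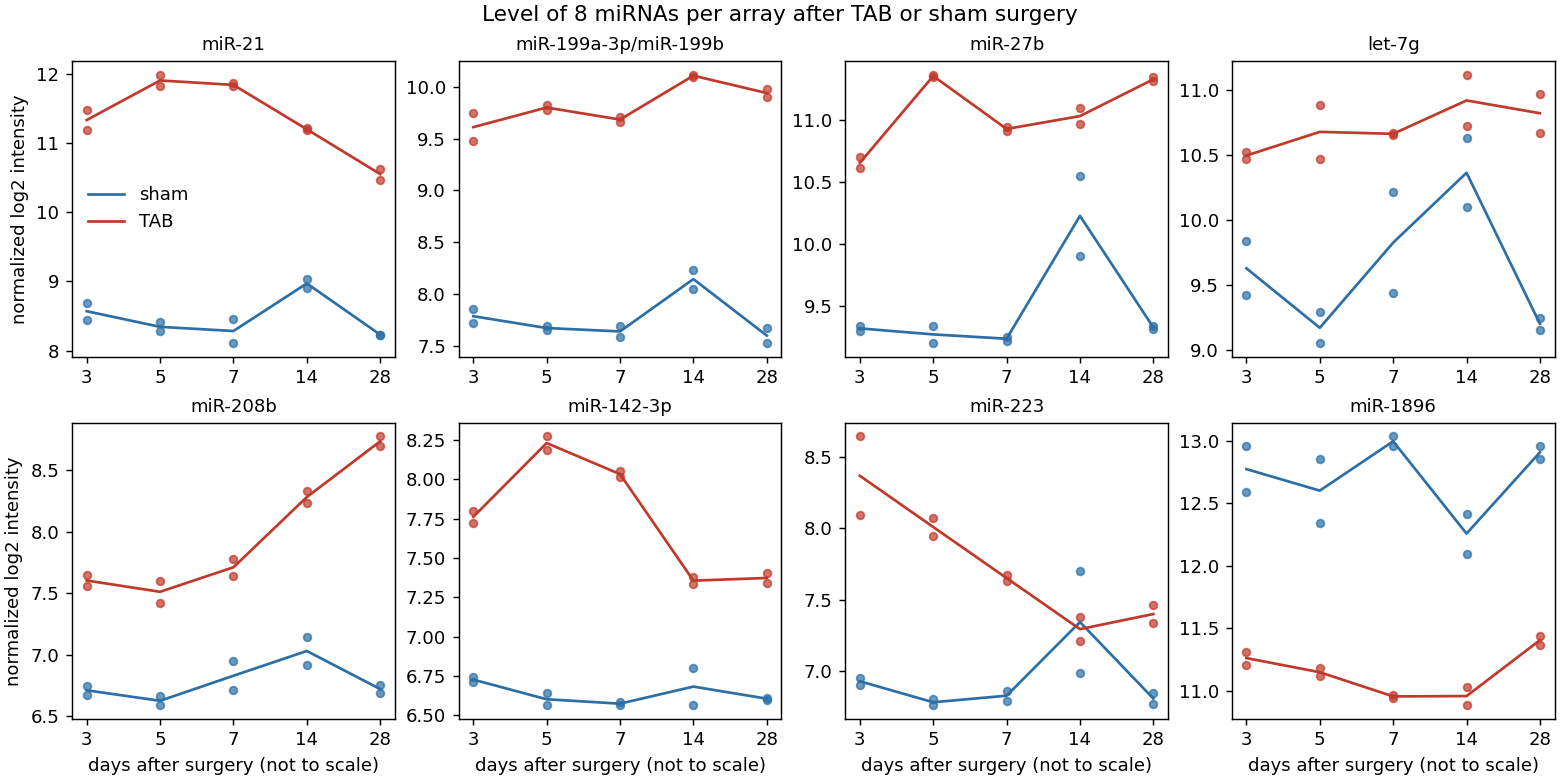
Normalized log2 intensity (vertical) of 8 miRNAs against the day after surgery (horizontal, days 3, 5, 7, 14, and 28, not to scale); points are arrays, lines join the means of the 2 arrays of a group, red for TAB and blue for sham. The mean of miR-21 in TAB was 11.90 on day 5 and 10.55 on day 28, and miR-208b in TAB reached 8.73 on day 28.

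Several families rose together. Probe sequences were not available, so signal shared between probes of related miRNAs could not be tested, and the counts may not be separate observations. With a quantile target per surgery as in the methods, the list calls of this paragraph were lost. The camera adjusted p was then 0.280 for let-7/miR-98, 0.351 for miR-15, 0.351 for miR-23/27/24, 0.223 for miR-17, and 0.745 for miR-99. Counts adjusted over the list alone equaled those over all miRNAs for every list except the Dlk1-Dio3 cluster, and the list members named as raised or lowered lay in that direction on all 5 days unless stated, except miR-99a on 4 of 5. All 9 members of the let-7/miR-98 family rose, with miR-98 (1.37 ± 0.10, SE), let-7f (1.04 ± 0.10), and let-7g (1.08 ± 0.17) as examples (camera adjusted p = 2.35e-05, and adjusted p = 0.317 with an estimated correlation). All 7 members of the miR-15 family rose, among them miR-195 (1.28 ± 0.13) and miR-15b (0.73 ± 0.07) (camera adjusted p = 0.000172, and adjusted p = 0.317 with an estimated correlation). All 5 members of the miR-23/27/24 clusters rose, among them miR-27b (1.59 ± 0.20) and miR-23b (1.41 ± 0.14) (camera adjusted p = 0.000976, and adjusted p = 0.317 with an estimated correlation). Of the miR-17 cluster and its paralogs, known from cell proliferation, 11 of 12 rose, including miR-17 (1.09 ± 0.10) and miR-20a (1.05 ± 0.08) (camera adjusted p = 6.32e-06, and adjusted p = 0.317 with an estimated correlation). In the miR-99 and miR-125 families 4 of 5 rose, including miR-125a-5p (0.86 ± 0.12) and miR-100 (0.73 ± 0.12) (camera adjusted p = 0.0112, and adjusted p = 0.393 with an estimated correlation); the list call was lost under the 75th percentile (adjusted p = 0.233). The count was 2 without day 3, day 7, or replicate 2, where miR-99a (adjusted p = 0.0881, 0.0830, and 0.0687) and miR-99b (0.0590, 0.0548, and 0.0920) lost their calls, and miR-99a also lost it without day 5 (0.0686) or 28 (0.0640). The miR-29 family, known to target collagen mRNAs, had 2 of 3 members raised, miR-29c (0.53 ± 0.10) and miR-29b (0.83 ± 0.19), and the list did not pass (camera adjusted p = 0.0707), except in 3 of 19 settings, namely without day 14 (0.0235), without replicate 1 (0.0266), and with the 20 arrays as samples (0.0485). The miR-30 family had 2 of 5 raised, miR-30b (1.11 ± 0.10) and miR-30c (0.86 ± 0.22), and did not pass (camera adjusted p = 0.110) except without day 5 (0.0176); 4 rose under the 75th percentile, and miR-30c lost its call without day 3, 7, or 28 or replicate 2 (adjusted p = 0.0829 to 0.105). The call of miR-29b was lost without day 3, 7, or 28 (adjusted p = 0.0624, 0.0639, and 0.0600). Against the shifted median under the 75th percentile, the median of the miR-29 family stood at 0.02 and that of the miR-30 family at -0.07. Without scaling, 2 of 9 in the let-7/miR-98 family, 2 of 7 in the miR-15 family, 5 of 5 in the miR-23/27/24 clusters, and 4 of 12 in the miR-17 cluster and its paralogs rose, and 0 in the miR-99, miR-29, and miR-30 families; let-7g (adjusted p = 0.163) and the members named of these last 3 families (0.0721 to 0.880) lost their calls.

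Of 15 miRNAs known elsewhere as raised in hypertrophic hearts, 12 rose, including miR-21, miR-199a-3p, and miR-23b (camera adjusted p = 3.1e-07, and adjusted p = 0.317 with an estimated correlation), and without scaling 10 rose and 2 fell. Of 16 known elsewhere as lowered in hypertrophy or as opposing it, 0 fell and 7 rose, namely miR-26b (1.08 ± 0.16), miR-26a (0.63 ± 0.13), miR-29b, miR-29c, miR-93 (0.44 ± 0.09), miR-101a/miR-101c (0.43 ± 0.12), and miR-30e* (0.33 ± 0.08), the last named outside the rule after its values were seen (camera adjusted p = 0.0157, and adjusted p = 0.512 with an estimated correlation). That call was lost without day 28 (adjusted p = 0.120) and under the 75th percentile (adjusted p = 0.396), and the count of raised members was 2, 3, and 3 without day 3, 7, or 28, 11 under the 75th percentile, and 0 without scaling, where 3 fell. Against the median of all miRNAs, the list median was 0.23 with quantile normalization and 0.01 under the 75th percentile. The calls of miR-26a, miR-29b, miR-93, miR-101a/miR-101c, and miR-30e* were lost without day 3 (adjusted p = 0.0523 to 0.0656), those but miR-93 without day 7 (0.0516 to 0.0740), those but miR-26a without day 28 (0.0513 to 0.0682), and that of miR-101a/miR-101c without day 14 (0.0723). Heart muscle miRNAs moved both ways: of 7, miR-208b (1.18 ± 0.18), which lies within a myosin heavy chain gene, and miR-499 (0.49 ± 0.15) rose and miR-378 (-0.50 ± 0.15) fell, the latter pair on 4 of 5 days (camera adjusted p = 0.699). The value of miR-208a-3p was -0.22 ± 0.12, and those of the 3 members outside the naming rule, named after their values were seen, were 0.10 ± 0.20 for miR-133a, -0.02 ± 0.13 for miR-1a, and -0.04 ± 0.19 for miR-133b. Under the 75th percentile the list median moved from -0.02 to 0.35, with 4 raised and 0 lowered, and without scaling 1 rose and 2 fell. Against the median of all miRNAs, which that scaling also moved, the list median was -0.0003 before and -0.05 under the 75th percentile. miR-378 lost its call without day 3 (adjusted p = 0.0851), day 5 (0.114), day 7 (0.0874), or day 14 (0.0723), and without replicate 2 (0.123). It also lost it under the 75th percentile (0.0977), with normexp as well (0.1186), in the processed table (0.0887), and with a quantile target per surgery (0.1935). miR-499 lost its call without day 3 (0.124), day 5 (0.123), day 7 (0.0950), or day 28 (0.0940), and without replicate 1 (0.0937). The call of miR-499 was also lost with no filter on flags (0.0561) and a quantile target per surgery (0.0620), and its difference turned to -0.28 without scaling. Of the miRNAs named by the study, 20 of 21 rose and miR-1224 (-0.57 ± 0.18) fell (camera adjusted p = 1.4e-08, and adjusted p = 0.317 with an estimated correlation). That list was chosen on these arrays, so neither count is independent evidence of its direction, and without scaling 5 rose and 1 fell. miR-1224, lower on 4 of 5 days, lost its call without day 3 (adjusted p = 0.1004), day 5 (0.119), day 7 (0.139), or day 28 (0.126), and without replicate 1 (0.0629). The same held with a quantile target per surgery (difference -0.25, adjusted p = 0.286), no filter on flags (0.0548), and normexp with the 75th percentile (0.0551).

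Markers of blood, vessels, and other tissues were read beside these. Of 7 miRNAs of white blood cells 5 rose, over all miRNAs and adjusted over the list alone, including miR-142-3p (1.11 ± 0.16) and miR-223 (0.81 ± 0.22, on 4 of 5 days) (camera adjusted p = 0.0112, and adjusted p = 0.393 with an estimated correlation). miR-142-5p was found on 0 of 10 sham arrays and 7 of 10 TAB arrays. Its difference was 0.41 ± 0.06, or 1.32-fold with undetected sham levels raised to the lowest found miRNA. It lost its call without scaling (0.16, adjusted p = 0.0687). The list call was lost under the 75th percentile (adjusted p = 0.175), and miR-223 lost its call without day 3 (adjusted p = 0.0808), day 5 (0.0885), day 7 (0.0860), or day 28 (0.0653), and without replicate 2 (0.0717). miR-146a (0.69 ± 0.22) lost its call without day 3, 5, 7, or 28, without replicate 1, and with no filter on flags (adjusted p = 0.0567 to 0.127), and miR-342-3p (0.29 ± 0.07) without day 5, 7, or 28 or replicate 1 (0.0567 to 0.0694). The count of raised members was 3, 2, 2, and 2 without day 3, 5, 7, or 28 and 3 without replicate 1, and without scaling 1 rose and 1 fell. Of 4 red blood cell miRNAs 2 rose, miR-451 (1.08 ± 0.15) and miR-144 (0.27 ± 0.05) (camera adjusted p = 0.149). miR-144 was found on 0 sham arrays and 5 TAB arrays and was 1.20-fold higher with undetected sham levels raised in the same way. It lost its call without scaling (0.05, adjusted p = 0.504). Of 4 vascular miRNAs, miR-126-5p of endothelial cells rose (0.75 ± 0.10), and miR-126-3p (0.54 ± 0.22), miR-145 (0.10 ± 0.14), and miR-143 (-0.06 ± 0.15) did not pass (camera adjusted p = 0.182). miR-126-5p lost its call without scaling (adjusted p = 0.0687), whereas miR-126-3p passed in 9 of 21 settings, among them the 75th percentile (0.000593) and no day term (0.0420), and miR-145 passed under the 75th percentile (0.0390). Of 10 miRNAs of other tissues, miR-128 (0.22 ± 0.06) rose and miR-206 of skeletal muscle (-0.45 ± 0.07) fell, with a list median of 0.02 and a mean of -0.08 that differed in sign (camera adjusted p = 0.903). Under the 75th percentile 8 rose and 0 fell (median 0.51), with the processed values 8 rose and 1 fell (median 0.51), and without scaling 0 rose and 5 fell (median -0.14). These counts were largely background signal. Against the median of all miRNAs, the list median was 0.03 with quantile normalization and 0.11 under the 75th percentile. miR-206 was found on 10 sham and 10 TAB arrays, miR-128 on 7 and 9, and miR-203 on 1 and 0. Outside the rule, and named after their values were seen, miR-9 was found on 5 and 2 and miR-200b on 2 and 3. Likewise miR-200c and miR-141 were found on 1 and 0, and miR-137 and miR-429 on 0 and 0. miR-206 lost its call under the 75th percentile (adjusted p = 0.0543) and miR-128 without day 3 (0.0762), day 5 (0.0656), day 7 (0.0898), or day 28 (0.0704), and without replicate 2 (0.0996). Liver miR-122, found on 10 sham arrays and 3 TAB arrays, did not pass (adjusted p = 0.109), except in 5 of 20 settings (lowest adjusted p = 0.0206). Its difference (-0.69 ± 0.29, and -0.99 to -0.34 over the settings) is uncertain in size because few TAB arrays showed it. The sham mean rests in part on sham day 14 (8.47 against at most 6.98 in the other sham samples).

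The miR-297, miR-466, miR-467, and miR-669 families, which include the miRNAs of an Sfmbt2 intron, were the list with the most lowered miRNAs. Of 67 members 32 fell and 1 rose, also when adjusted over the list alone, including miR-466f (-0.93 ± 0.07) and miR-669f-5p (-0.97 ± 0.08) (camera adjusted p = 1.4e-08, and adjusted p = 0.393 with an estimated correlation). Under the 75th percentile 31 of these families' members fell and 14 rose, and without scaling 61 fell. The lowered count was 19, 22, 21, 44, and 20 without day 3, 5, 7, 14, or 28. Of 165 rat probes with signal, which carry no mouse miRNA name, 50 were lowered and 9 raised. In the imprinted Dlk1-Dio3 cluster 9 of 35 rose and 3 fell, or 7 and 3 adjusted over the list alone, including miR-127 (0.38 ± 0.06) and miR-379 (0.30 ± 0.05) (camera adjusted p = 0.110). Of the raised members, miR-127 was found on 10 sham and 10 TAB arrays and miR-379 on 7 and 9. miR-544-3p was found on 1 and 3 and miR-411 on 0 and 0. Outside the rule, and named after their values were seen, the others were miR-668 (10 and 10), miR-136 (2 and 3), miR-495 (1 and 1), miR-381 (0 and 2), and miR-376a (0 and 0). Much of the count of 9 therefore lay near the background. Under the 75th percentile 29 rose and 1 fell, without scaling 0 rose and 14 fell, and 5 rose without day 3, day 7, or replicate 1 and 4 without replicate 2. Against the median of all miRNAs, the cluster's median was 0.06 with quantile normalization and 0.07 under the 75th percentile. Of the 17 lists, 10 passed with the preset correlation, 0 with an estimated one, 1 with a quantile target per surgery as in the methods, 12 in fry, and 16 in its mixed form.

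**Figure D3:**
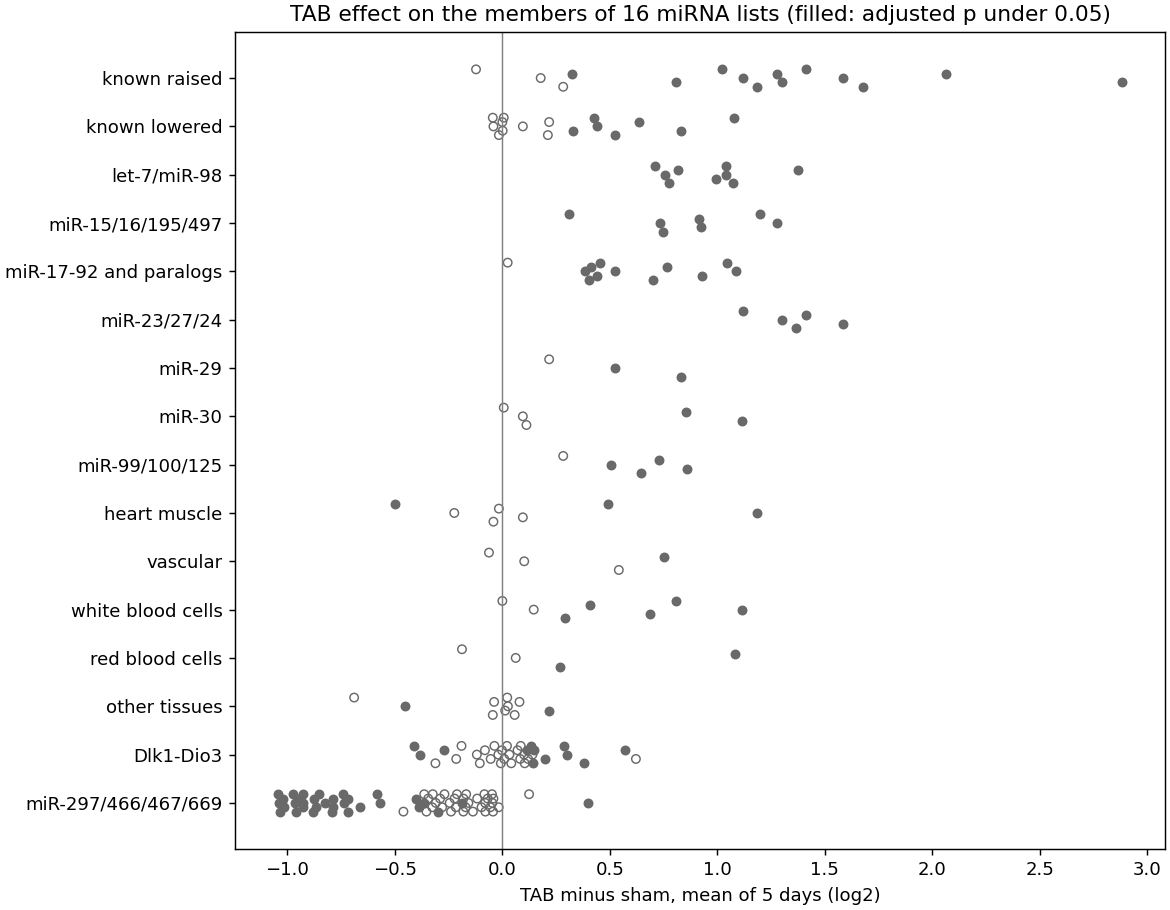
TAB minus sham difference over the 5 days (horizontal, log2) of each member of 16 lists (vertical); each point is a miRNA, filled where the adjusted p was under 0.05. All members of the let-7/miR-98, miR-15, and miR-23/27/24 lists are filled and lie to the right of 0, and 32 of 67 members of the miR-297 to miR-669 families are filled and lie to its left; 14 members of the latter were raised under the 75th percentile.

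The second comparison asked which miRNAs differed on each day. miR-21 and miR-199a-3p/miR-199b had the 2 highest ratios on days 5, 7, 14, and 28, and miR-21 and miR-27a on day 3. miR-21 was 6.78-fold higher in TAB on day 3, 11.8-fold on days 5 and 7, 4.68-fold on day 14, and 4.99-fold on day 28. miR-199a-3p/miR-199b was between 3.55-fold and 5.07-fold higher. miR-1896 had the lowest ratio on day 3 (-1.51 ± 0.15, SE between arrays, n = 2) and day 7 (-2.04 ± 0.15), followed by miR-466d-5p (-1.36 ± 0.20) and miR-466j (-1.70 ± 0.28). The lowest ratios were those of miR-669o-5p (-1.61 ± 0.14) and miR-468 (-1.52 ± 0.09) on day 5, miR-122 (-2.06 ± 0.41) and miR-1896 (-1.30 ± 0.15) on day 14, and miR-3102-5p.2 (-1.58 ± 0.11) and miR-5115 (-1.51 ± 0.17) on day 28. miR-122 was found on 1 of the 2 TAB arrays of day 14, so its size there is uncertain, and its sham day 14 level of 8.47 stood apart from the 6.67 to 6.98 of the other sham samples. The largest adjusted p among these ratios was 0.00296, for miR-122 on day 14.

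Against the spread between repeated arrays, limma called 164 miRNAs raised and 165 lowered on day 3, 177 and 190 on day 5, 163 and 150 on day 7, 114 and 133 on day 14, and 168 and 215 on day 28. A total of 47 miRNAs were raised and 34 lowered on all 5 days, where independent days with these counts would give 0.122 and 0.181, and 30 were called in opposite directions on different days. A surgery, batch, brightness or scaling shared by all days would each raise that overlap, so it does not tell them apart. These tests compare the RNA samples of a day only, and their counts depended on the scaling: 762, 730, 726, 494, and 700 miRNAs were called by day with the processed values and 737, 667, and 662 on days 3, 5, and 7 under the 75th percentile. On day 14, 247 miRNAs were called in all, which became 148 without TAB replicate 1, 157 without TAB replicate 2, and 162 without sham replicate 2.

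The third comparison asked whether the TAB effect of days 14 and 28 differed from that of days 3, 5, and 7. No miRNA passed. The smallest p-values for a higher late effect were those of miR-335-5p (0.46 ± 0.08, SE), miR-101a/miR-101c (0.52 ± 0.11), and miR-3962 (0.37 ± 0.09), and for a lower late effect those of miR-21* (-0.57 ± 0.10), miR-3090* (-0.49 ± 0.09), and miR-3104-5p (-0.53 ± 0.10). All had an adjusted p of 0.699. Singled out after their values were seen, miR-21 (-1.02 ± 0.28), miR-142-3p (-0.65 ± 0.19), and miR-223 (-0.90 ± 0.27) had lower and miR-208b (0.74 ± 0.23) a higher late difference, also with adjusted p = 0.699. The TAB minus sham difference of miR-208b was 0.89 on day 3 and 2.01 on day 28.

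Limma called 0 of 928 miRNAs in this comparison, with 58 at an unadjusted p under 0.05, and 0 with trended and robust eBayes or with a linear trend in log2 day. With the spread between repeated arrays as the error, an alternative chosen after the data were seen, 102 were called. Of the 17 lists, the miR-297 to miR-669 families passed, with a mean late minus early difference of 0.30 and a median difference of 0.03 on day 14 against -0.72 on day 3 and -0.55 on day 28 (camera adjusted p = 8.45e-13, and adjusted p = 0.998 with an estimated correlation). That call was lost without day 14, when the adjusted p was 0.103. The number of lists that passed was 2 without day 3, 8 without day 14, and 7 without day 28. White blood cell miRNAs had a mean late minus early difference of -0.26 and did not pass (camera adjusted p = 0.166), but passed without day 3 (adjusted p = 0.0154) and without day 28 (adjusted p = 0.0259), whereas without day 14 the adjusted p was 0.8996. In the order of days, the list median was 0.31, 0.49, 0.44, 0.05, and 0.41.

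The fold-change rule of the methods, applied without a test, asked on which day a miRNA first passed the cutoff of that day. miR-21 and miR-199a-3p/miR-199b were among the 9 miRNAs beyond 2 standard deviations upward on all 5 days, and miR-1896 was the 1 miRNA beyond them downward. The rule called 67, 62, 66, 48, and 59 miRNAs on days 3, 5, 7, 14, and 28, of which 30, 39, 35, 25, and 45 were raised. The levels were quantile-normalized across all arrays here, whereas the methods set a quantile target for each surgery. The union held 143 miRNAs, of which 46.9% appeared first on day 3, 20.3% on day 5, 6.99% on day 7, 18.2% on day 14, and 7.69% on day 28. A total of 60 were called on 1 day only. Over 10 other settings, among them a quantile target for each surgery, the union held 68 to 163 miRNAs. The cutoff differed by day (0.89, 1.01, 0.96, 0.70, and 1.03 log2), so day 14 had the lowest bar, and each call on day 3, the first day measured, counts as a first one. The differences between days in these counts were not tested.

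The last comparison followed the correlation of all miRNA levels between TAB and sham. Pearson's r across miRNAs was 0.969, 0.960, 0.964, 0.981, and 0.959 on days 3, 5, 7, 14, and 28. Each was below the range between sham samples of different days (0.984 to 0.996), between TAB samples (0.991 to 0.996), and between the 2 arrays of a sample (0.991 to 0.998). After removing extreme and little-changing miRNAs as in the methods, 368 miRNAs remained and r was 0.920, 0.899, 0.907, 0.954, and 0.897. On these log2 levels the highest r was that of day 14, the day on which the sham sample stood apart. On linear intensities r was 0.977, 0.979, 0.969, 0.971, and 0.944, with the highest value on day 5.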

Values the study reported

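The study analyzed 928 miRNAs. It counted 64, 61, 67, 48, and 63 differentially expressed miRNAs on days 3, 5, 7, 14, and 28, and 148 in all. Of these, 43%, 23%, 7%, 18%, and 9% were differentially expressed for the first time on days 3, 5, 7, 14, and 28. The correlation of miRNA levels between sham and TAB hearts was given as 0.95 on day 3, 0.87 on day 5, 0.91 on day 7, 0.93 on day 14, and 0.86 on day 28.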

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

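The splits of the 10 samples and the brightness test of the first pattern were chosen before their results were seen. The tests of splits within days, of scaling, of rat probes, and of the sham day 14 sample were chosen after the result was seen.

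Between TAB and sham, limma called 381 miRNAs over the 5 days. Of 100 splits of the 10 samples into 5 and 5, 1 gave as many, the real one, and the highest of the others gave 28. Each split was fitted with day as a block. A day with both samples on the same side then adds no contrast between the groups, and its TAB minus sham difference enters the error. Such splits call few miRNAs for that reason and cannot exclude chance. The 16 splits with 1 sample of each day on either side, of which the highest other gave 0, are too few for a share under 0.05. TAB arrays were dimmer (TAB minus sham -0.65 log2). Brightness differences within array pairs predicted a gap of -0.0562 (95% interval -0.223 to 0.110) in a score, the mean level of raised minus lowered miRNAs. The observed gap was 1.02. Within pairs the brightness differed by at most 0.37 log2, so the prediction extends that slope beyond its range. The miRNAs of the score were chosen for their difference on these arrays, which enlarges the observed gap. Brightness in scanning or hybridization is argued against as the whole cause only as far as that slope holds. An effect of scaling cannot be told apart from a change in the miRNAs for most calls, because every TAB array was dimmer, so that leaving out the scaling moves all differences down, where 27 of 179 raised miRNAs stayed raised (median difference 0.45 before and 0.05 after, median SE 0.09 and 0.10), and the 75th percentile moves them up, where 96 of 202 lowered ones stayed lowered; these 27 and 96 were called without scaling, under the 75th percentile, and in the processed table alike. Signal that is not the named miRNA may account for part of the lowered calls. On the quantile-normalized scale 165 rat probes had a median difference of -0.0798 (95% interval -0.121 to -0.0482). That interval came from resampling the probes, so it does not cover the spread between samples. Other scalings, which moved the median of all mouse miRNAs, were not tried on the rat probes. The rat probes were lowered in 30.3% of cases against 16.3% of mouse probes of like brightness, although rat probes can also bind mouse miRNAs. RNA amount or labeling shared by both arrays of a pair, a batch shared by a surgery, and the surgery itself stay open and cannot be told apart by this design.

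Sham day 14 stood apart with a score of -0.376, the highest of the 5 sham samples, whose other arrays lay between -0.783 and -0.699. A mixture with TAB RNA would add the same fraction of the TAB level, here the mean of the 5 TAB samples, to each raised miRNA. That fraction was 36.7% in the larger and 10.8% in the smaller rises (a difference of 0.258 as a fraction). It was 7.03% for miR-21 and 61.7% for let-7g. A two-sided permutation gave p = 1e-05, the smallest that 100000 resamples can give. It treated the miRNAs of this 1 sample as independent, although families vary together. The fractions were also taken after quantile normalization. The raised miRNAs were called with sham day 14 counted as sham. A small rise with a high sham day 14 level is then more easily missed, which lowers the fraction in the smaller rises. The difference between the fractions therefore cannot decide on a mixture with RNA of the mean TAB level. RNA of a single TAB sample was not tested. A mislabeled TAB sample is argued against by the gap of 0.564 between the lowest TAB array and the higher sham day 14 array. The TAB arrays ranged from 0.258 to 0.465. The 2 arrays of a sample differed by at most 0.140, which is technical spread only. The miRNAs of the score were chosen with sham day 14 counted as sham, which widens the gap. On the first principal component, which uses no labels, the sham day 14 arrays had -1.31 and -2.16 and the TAB arrays 4.92 to 7.66. Low brightness is argued against by the 75th percentiles of its arrays, 329 and 378, inside the range of the other sham arrays (303 to 444). No biological explanation was tested, and a difference in the animals or the tissue taken stays possible.

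Single samples lay far from the 4 others of their surgery in 16 of 182 groups of 5 samples tested, or 8.79%. Chance gives about 1 in 20 in independent groups. The tested miRNAs were named partly for extreme ratios on single days and vary together, so the share cannot be set against that rate. Of these, 10 were high values of sham day 14: log2 levels of 8.36 for miR-199a-5p, 10.23 for miR-27b, 11.29 for miR-23a, 8.47 for miR-122, 10.22 for miR-29c, 8.67 for miR-93, 7.66 for miR-20a, 7.82 for miR-17, 7.34 for miR-223, and 8.59 for miR-107. The others were miR-466j at 11.37 in sham day 7, miR-3102-5p.2 at 12.15 and miR-3104-5p at 9.82 in sham day 28, miR-3963 at 12.25 in TAB day 7, miR-122 at 6.79 in TAB day 3, and miR-3474, the 1 low value, at 9.69 in TAB day 14.

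In data used in no comparison above except as a check, 96 rat probes lay above the 99th percentile of the empty spots on all 20 arrays. A control probe was 9.38 log2 units above its median over the arrays on sham day 7 replicate 1, where 4 of 33 control probes were bright, and TAB day 7 replicate 2 had 2 bright control probes.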

How the results depend on the processing

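Normexp with the 75th percentile, no scaling between arrays, and the spread between arrays as the error of the early against late comparison were chosen after the data were seen. Of 73 named miRNAs past the threshold, 32 kept their call in every setting; without scaling 28 lost it and 8 turned, none turned in another setting, and 18 lost it when 1 day was left out. For 12 named miRNAs that did not pass, 54 of 249 values passed in the same direction. Counts and r values kept to within the spread or 1.5 times in 249 of 328 cases; for the rest the cause was not tested except where fewer miRNAs or samples account for it.

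The raised and lowered counts over the 5 days were 592 and 113 in the processed table, 593 and 110 under the 75th percentile, 578 and 115 with normexp as well, 612 and 111 with a quantile target per surgery, 27 and 500 without scaling, and 115 and 134 in the 464 brighter miRNAs. With fewer samples they were 110 and 115 without day 3, 111 and 127 without day 7, and up to 169 and 206 without day 14, and the lowered count was 132 without day 5 and 128 without day 28. By day, calls were 762, 730, 726, 494, and 700 in the processed table and 737, 667, and 662 on days 3, 5, and 7 under the 75th percentile. On day 14 they were 159 in the brighter portion, 148 and 157 without TAB replicate 1 or 2, and 162 without sham replicate 2, within a range of 148 to 261 without any 1 array; a lone array was assumed to vary like the others. The early against late count became 102 with the spread between arrays.

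The fold-change rule gave 22, 22, 26, 23, and 23 miRNAs by day and 68 in all in the brighter portion. Trended eBayes has no value for it, since it has no test. In the order of days, r was 0.949, 0.935, 0.941, 0.971, and 0.931 in the brighter portion, 0.972, 0.963, 0.967, 0.982, and 0.962 with no filter on flags, 0.965, 0.956, 0.960, 0.976, and 0.955 with a target per surgery, 0.920, 0.899, 0.907, 0.954, and 0.897 with the filter of the methods, and 0.977, 0.979, 0.969, 0.971, and 0.944 on linear intensities. On days 3, 5, 7, and 28 it was 0.963, 0.954, 0.958, and 0.955 in the processed table and 0.963, 0.954, 0.959, and 0.955 under the 75th percentile.

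Lists passing over the 5 days were 0 with an estimated correlation and 1 with a target per surgery, that of the miR-297 to miR-669 families. The miR-99 list also lost its call with a random block (0.0634) and that of white blood cells in the brighter portion (0.0813). For early against late they were 8 in the processed table and under the 75th percentile, 0 with an estimated correlation, 2 without day 3, 8 without day 14, 7 without day 28, and 1 to 2 without a replicate. The random block used the preranked form of camera. The heart muscle list turned direction in the processed table (adjusted p = 0.908), with a target per surgery (0.745), and without day 28 (0.873), within 0.438 (without day 14) to 0.989 over its settings. Markers of other tissues turned in the brighter portion (adjusted p = 0.308), with no filter on flags (0.779), no day term (0.997), or a random block (0.798), and without day 3 (0.910) or 28 (0.952), within 0.308 to 0.997, and 0.816 (without day 5) to 0.992 (without replicate 1) where a day or replicate was left out. Neither list passed in any setting.

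Without scaling, the difference of miR-499 turned to -0.28, miR-29c to -0.24, miR-93 to -0.18, miR-19a to -0.017, miR-100 to -0.060, miR-99a to -0.033, miR-342-3p to -0.038, and miR-128 to -0.047, and of miRNAs that had not passed miR-29a to -0.23, miR-30d to -0.32, miR-30a to -0.32, miR-144* to -0.083, miR-145 to -0.33, and miR-203 to -0.098. Among miRNAs that did not pass, miR-208a-3p turned to 0.011 in the processed table, 0.059 under the 75th percentile, 0.083 with normexp as well, and 0.18 with a target per surgery. In the same order miR-143 turned to 0.17, 0.18, 0.21, and 0.27, and leaving out a day gave it -0.16 (day 3) to 0.059 (day 14), with 0.017 without day 5. Leaving out a day gave miR-30a -0.0041 (day 7) to 0.22 (day 5). Signal over background limits what can be seen: the 75th percentile was 2.77 to 4.36 times the empty spots on TAB arrays and 4.39 to 6.53 times on sham arrays.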

Other observations

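The test of a time-limited rise of white blood cell miRNAs was chosen after the result was seen. miR-223 of neutrophils and macrophages was 2.72-fold higher in TAB on day 3 and miR-142-3p, found across white blood cells, was highest in TAB on day 5, at a log2 level of 8.23 against 6.60 in sham. An early arrival of white blood cells that later subsides was tested as a hypothesis. The list moved toward a lower late effect, but the test did not pass (camera adjusted p = 0.1661), and the range of that p over the settings was 0.0154 to 0.998, with 0.8996 without day 14. In the order of days, the TAB minus sham difference was 1.04, 1.63, 1.46, 0.67, and 0.77 for miR-142-3p and 1.45, 1.23, 0.83, -0.05, and 0.59 for miR-223, and the list median was 0.31, 0.49, 0.44, 0.05, and 0.41. Among the 7 miRNAs of the list, the level of miR-223 in sham day 14, 7.34, also lay above the other sham samples. Its 2 arrays there had 7.70 and 6.98, so that level and the day 14 difference rested largely on 1 array. The hypothesis was therefore left open.

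miR-21*, the strand opposite miR-21 in its hairpin, had TAB minus sham differences of 0.58, 0.79, and 0.71 on days 3, 5, and 7 and 0.17 and 0.07 on days 14 and 28, values whose early against late difference did not pass the test (adjusted p = 0.699). miR-101a/miR-101c had 0.26, 0.08, and 0.31 on the early days and 0.64 and 0.83 on the late days, with the same adjusted p.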
